A study of Homo sapiens with 3 samples.

How the data were processed

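Stem-cell-derived islets of the HUES8 line were measured by droplet single-cell RNA sequencing in 3 libraries, 1 each from CD49a-positive, CD49a-negative and unsorted cells after 7 days as new aggregates. The deposited values are whole-number UMI counts per gene and barcode, which the authors made with Cell Ranger 7.1.0 against GRCh38, per the submitters' processing notes. Each matrix holds 36601 genes, and its values were checked to be whole and at least 0. The libraries held 127119509 (positive), 88397368 (negative) and 114479071 (unsorted) UMIs. At these totals ITGA1 rested on 13272, 2808 and 7249 UMIs over all kept cells of the 3 libraries, and within classes on fewer, as the wider intervals show. Gene positions came from GENCODE release 29, also on GRCh38, matched by gene identifier for 55 of 55 genes looked up; this may not be the release behind the deposited counts.

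Barcodes with at least 1000 genes and at most 20% mitochondrial UMIs were kept. Scrublet, run in each library through scanpy with its automatic threshold, marked 8 of 6626 cells (0.121%), all of them unsorted; they were removed, but a caller that marks so few has not worked, and pairs of cells remained. Counts were scaled to 10000 per cell and log-transformed; 2000 variable genes, 30 principal components, 20 neighbours and Leiden clustering at resolution 1 gave the clusters over all 3 libraries together. The work used Python 3.11.15, scanpy 1.11.5, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9, with random seed 0.

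Clusters were named from markers of 14 classes. The scoring rule was set after the clusters were seen: at least 3 detected markers at least 1.5-fold above other cells, a lead of at least 0.5 mean log2 over the next endocrine class, and no other class with as many markers among the 10 leading genes. Clusters whose median depth times 3 was under that of their library, with none of the markers among their 10 leading genes, stayed without a name, and a cluster was called proliferating with at least 5 of 8 such markers.

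Groups followed the sorting labels, and all 3 pairs of libraries were compared. UMIs were summed per library and class, since cells are not replicates, and expressed as CPM of the sum. With 1 library per group no test was possible: both values are given with exact Poisson intervals for sums and exact binomial (Clopper-Pearson) intervals for shares, at 95%, for counting error only. Log2 ratios had 10 CPM added to both sides, which understates the change of low genes. Genes were eligible at 50 CPM and 50 UMIs in the higher library. The 2-fold rule was applied to these ratios with 10 CPM added, and was a rule of size, not of significance. Genes were named by rank of the log2 ratio of positive over negative among eligible genes with the unsorted library between: 10 per direction over all kept cells, 8 in beta-like and enterochromaffin-like cells and 5 in alpha-like cells, with ITGA1 always included and mitochondrially encoded, ribosomal protein, sex-linked marker and clone-named genes left out; 1 gene that the rule selects is not reported here. For each of 18 gene lists and for the marker lists, the median log2 ratio of members with at least 10 CPM in 1 of the compared libraries was set beside 10000 random lists matched on expression; the percentile is a description, not a test, since genes are not independent. The filter, markers, lists, naming of genes and first set of alternatives were chosen before the data were examined.

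The alternatives were other pseudocounts, scalings, cell filters, cluster resolutions, ways to name cells, fixed depth, equal numbers of cells and no filter on low genes. Added after seeing the data were settings without clusters 7 and 10, without nucleus-poor clusters, without the highest Scrublet scores, with cluster 7 counted as enterochromaffin-like, with clusters of at least 10 cells in every library weighted equally, and without the smaller clusters. On simulated data in which 200 genes were changed 3- or 8-fold, 100% of these and 0% of the others passed the 2-fold rule, over all cells and in enterochromaffin-like cells. Changes nearer 2-fold were not simulated, so the check does not cover them. In 3000 simulated cells, 99.97% received their true class, and the largest gap between a true and a named share was 0.1 points. The simulated cells formed 5 clusters, against 18 in the data. In the data 12.4% of positive, 29.4% of negative and 22.1% of unsorted cells stayed without a name. The check thus does not show how well the real cells were named. Barcodes under the gene minimum or over the mitochondrial limit were left out of the comparisons and are described after them.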

Results

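Single-cell RNA sequencing was carried out on islets grown from HUES8, an established human embryonic stem cell line. The cells had been sorted with magnetic beads on CD49a, the surface protein that ITGA1 encodes. Cells that carried CD49a, cells that lacked it and unsorted cells were each gathered into new aggregates and cultured for 7 days before sequencing, so the sort came 7 days before the measurement. There were 3 libraries, 1 per group, and therefore no replicates: no test was made, and every interval is a 95% interval of counting error only. The libraries held 4512 barcodes and 127119509 UMIs (CD49a-positive), 2566 barcodes and 88397368 UMIs (CD49a-negative) and 2811 barcodes and 114479071 UMIs (unsorted). After filtering and removal of called doublets, 2394, 1976 and 2248 cells remained in that order. Their median depth before doublet removal was 48538, 36997 and 42361 UMIs per cell. The filter removed 46.9% of positive barcodes (exact binomial interval 45.5 to 48.4%), 23.0% of negative barcodes (21.4 to 24.7%) and 19.7% of unsorted barcodes (18.3 to 21.3%).

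The first comparison asks how far the sorted populations differed in ITGA1 RNA. ITGA1 (ENSG00000213949; GRCh38 chromosome 5, 52787896 to 52959210, plus strand) encodes integrin alpha 1, which pairs with ITGB1 to bind collagen and laminin. Over all kept cells it stood at 108 CPM (UMIs scaled to the same total in every library; exact Poisson interval 107 to 110.3) in the positive library and 33.2 CPM (32.0 to 34.5) in the negative library, a 3.27-fold difference (3.14 to 3.40). The unsorted library lay between them at 66.2 CPM (64.7 to 67.7). On the log2 scale with 10 CPM added to both sides, the positive library was 1.46 above the negative and 0.64 above the unsorted one, and the negative library was at -0.82 relative to the unsorted one. Among the other integrin subunits, ITGB1 stood at 349 CPM in the positive and 420.4 CPM in the negative library, and ITGAV at 59.8 and 50.4 CPM. ITGA1 encodes the protein behind the sort. The sort came 7 days before the RNA was measured, so the design favoured this direction but did not fix it. With 50 CPM added in place of 10, the log2 difference between the sorted libraries was 0.93.

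ITGA1 RNA was also higher in the positive library inside each of the 3 large endocrine classes. In beta-like cells it stood at 129 CPM (126 to 131) in the positive library, 89.2 CPM (84.5 to 94.1) in the negative and 115 CPM (112 to 119) in the unsorted library, a positive-to-negative fold of 1.44 (1.36 to 1.53). In enterochromaffin-like cells, named for the serotonin-making cells of the gut, the values were 59.6 CPM (52.9 to 66.9), 22.7 CPM (20.3 to 25.2) and 40.8 CPM (37.9 to 43.8), a fold of 2.63 (2.24 to 3.09). In alpha-like cells they were 21.2 CPM (18.4 to 24.3), 11.1 CPM (9.65 to 12.6) and 15.9 CPM (14.2 to 17.8), a fold of 1.92 (1.58 to 2.33). The log2 differences were 0.48, 1.09 and 0.57, and with the clusters of a class weighted equally, those of at least 10 cells in every library, 0.47, 0.94 and 0.46. With 50 CPM added, the enterochromaffin-like difference was 0.59 and the alpha-like difference 0.22. The filter of at least 500 genes and at most 30% mitochondrial UMIs gave 0.99 in alpha-like cells. INS stood at 11384 CPM in positive and 12003 CPM in negative alpha-like cells, against 81851 and 81776 CPM in beta-like cells. Carried beta-like RNA may thus be part of the ITGA1 level in alpha-like cells, and its part in the difference was not tested there.

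**Figure D1:**
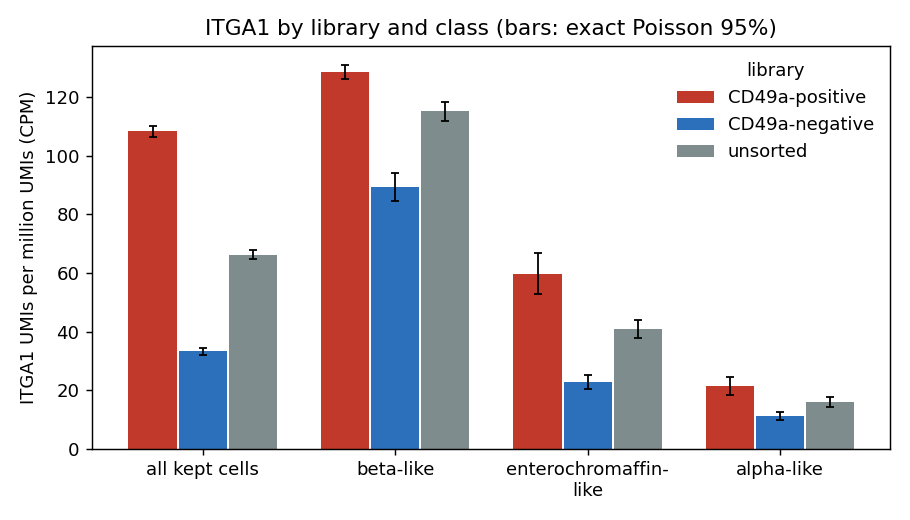
ITGA1 level in CPM (vertical axis) over all kept cells and in the 3 named classes, 1 bar per library, with lines for the 95% exact Poisson interval. In each of the 3 classes the negative library was lowest and the positive library highest, from 11.1 and 21.2 CPM in alpha-like cells to 89.2 and 129 CPM in beta-like cells.

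The next comparison asks which cell types each sorted population held. Beta-like cells, named from a list of markers that included INS, IAPP, ACVR1C and HADH, made up 71.3% of kept cells (69.4 to 73.1%; 1707 of 2394) in the positive library. They made up 19.0% (17.3 to 20.8%; 376 of 1976) in the negative and 32.8% (30.9 to 34.8%; 738 of 2248) in the unsorted library. Enterochromaffin-like cells, named from TPH1, FEV, CBLN1, SLC18A1 and others, were 4.47% (3.68 to 5.38%), 21.2% (19.4 to 23.0%) and 21.5% (19.8 to 23.2%) of cells. Alpha-like cells, named from GCG, IRX1, IRX2 and others, were 10.3% (9.13 to 11.6%), 26.5% (24.5 to 28.5%) and 20.7% (19.1 to 22.5%). Proliferating cells were 1.55% (1.09 to 2.12%), 3.95% (3.13 to 4.90%) and 2.85% (2.20 to 3.62%). The positive library thus exceeded the negative by 52.3 points of beta-like cells (interval of the difference 49.7 to 54.8). It differed from the negative library by -16.7 points (-18.7 to -14.7) in enterochromaffin-like cells and by -16.2 points (-18.5 to -13.8) in alpha-like cells.

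Against the unsorted library, the positive library held 38.5 points more beta-like cells (35.8 to 41.1), with differences of -17.0 points (-18.9 to -15.1) in enterochromaffin-like and -10.4 points (-12.5 to -8.31) in alpha-like cells. The negative library differed from the unsorted one by -13.8 points (-16.4 to -11.2) in beta-like cells and by 5.74 points (3.14 to 8.34) in alpha-like cells. Its enterochromaffin-like share differed by -0.33 points (-2.83 to 2.18), which was not detectable at this depth and depended on the naming of cells: it was 6.09 points with cluster 7 counted as enterochromaffin-like and 3.67 points with each library clustered alone. Of cells in the 3 classes alone, beta-like cells were 82.8% in the positive, 28.6% in the negative and 43.7% in the unsorted library. With every cell reduced to 10000 UMIs, and 330, 144 and 180 shallower cells left out, beta-like cells were 66.3%, 17.4% and 32.5% of cells, the same order as without that step.

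Clusters without a class name held 12.4% (11.1 to 13.8%) of positive, 29.4% (27.4 to 31.5%) of negative and 22.1% (20.4 to 23.9%) of unsorted cells. The largest of them, cluster 7, with FEV, CBLN1 and NPW among its leading genes, scored for enterochromaffin and alpha cells within the margin of the naming rule and held 1.84%, 13.0% and 6.58% of cells. Cluster 10, with GHRL, DPP4 and PTH2R among its leading genes, held 3.76%, 3.34% and 3.38%. Cluster 11 (ATF3, CRH, NTS) held 1.46%, 4.96% and 4.31%, and cluster 12 (GHRL, SST, HHEX) held 2.55%, 3.39% and 2.76%. Cluster 14 (GC, ONECUT3, SERPINA1) held 1.59%, 3.49% and 2.58%, and the shallow cluster 15 (SST, HHEX) held 1.17%, 1.21% and 2.49%. The naming rule was set after the clusters were seen, and the doublet caller did not work (8 of 6626 cells marked, 0.121%), so doublets remained in these shares. The beta-like share depended on how cells were named: assigned 1 by 1 from marker scores the positive library exceeded the negative by 29.01 points, and with the wider cell filter by 29.1 points. With each library clustered alone no positive cluster met the rule for beta-like cells. Thus 0 of 2394 cells were named beta-like and the difference was -16.2 points. The rule compares a cluster with the other cells, and 71.3% of positive cells were beta-like in the main clusters. Beta markers could thus hardly rise 1.5-fold above the other cells there. The value of -16.2 points does not show a reversed beta-like share.

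**Figure D2:**
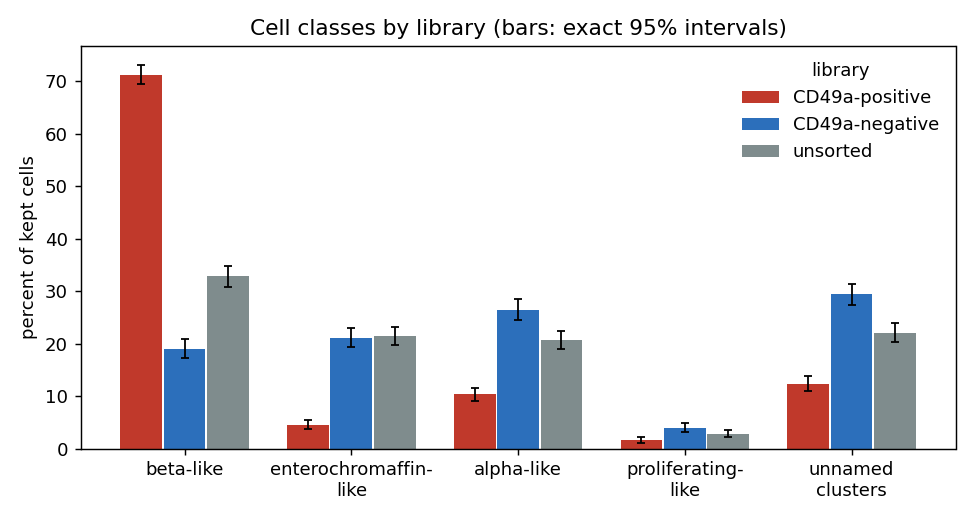
Percent of kept cells (vertical axis) in each named class and in the clusters without a name, 1 bar per library, with 95% exact binomial intervals. Beta-like cells took 71.3% of the positive, 19.0% of the negative and 32.8% of the unsorted library.

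The next comparison asks which genes differed between the sorted libraries over all kept cells. PCDH7 (ENSG00000169851; chromosome 4, 30720415 to 31146805), a protocadherin, stood at 793 CPM in the positive, 242 CPM in the negative and 457 CPM in the unsorted library, 3.29-fold (3.24 to 3.34). BACE2 (ENSG00000182240; chromosome 21, 41167801 to 41282518), an aspartyl protease, stood at 131, 37.0 and 65.5 CPM, 3.55-fold (3.42 to 3.69). HS6ST2, which adds sulfate to heparan sulfate, stood at 79.4, 23.2 and 46.8 CPM, and the calcium channel subunit CACNA2D3 at 138, 46.7 and 87.0 CPM. The cadherin CDH18 stood at 623, 246 and 401 CPM and the SLIT receptor ROBO2 at 725, 291 and 471 CPM. CCSER1, PLAGL1 and SLC9A9 completed the named genes of this direction with log2 differences of 1.44, 1.37 and 1.32.

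In the other direction, CARTPT (ENSG00000164326; chromosome 5, 71719163 to 71721048), a neuropeptide precursor, stood at 5.14 CPM in the positive, 66.5 CPM in the negative and 33.6 CPM in the unsorted library. FEV (ENSG00000163497; chromosome 2, 218981087 to 218985657), a transcription factor of serotonin-making cells, stood at 78.0, 374 and 246 CPM, 4.80-fold (4.69 to 4.91) higher in the negative library. TPH1 (ENSG00000129167; chromosome 11, 18017564 to 18042426), the rate-limiting enzyme of serotonin synthesis outside the brain, stood at 53.3, 195 and 164 CPM, 3.66-fold (3.56 to 3.77) higher in the negative library. The intermediate filament gene VIM stood at 146, 558 and 305 CPM, and the collagen gene COL5A2 at 50.4, 209.9 and 185 CPM. GPC5, STAC, SLIT3 and CBLN1 had log2 differences of -1.65, -1.50, -1.50 and -1.47. Of 4101 eligible genes, 34 were at least 2-fold higher and 26 at least 2-fold lower in the positive library. These numbers were 51 and 23 with median-of-ratios size factors, 21 and 28 with each cell weighted equally, and 10 and 10 with 50 CPM added in place of 10.

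**Figure D3:**
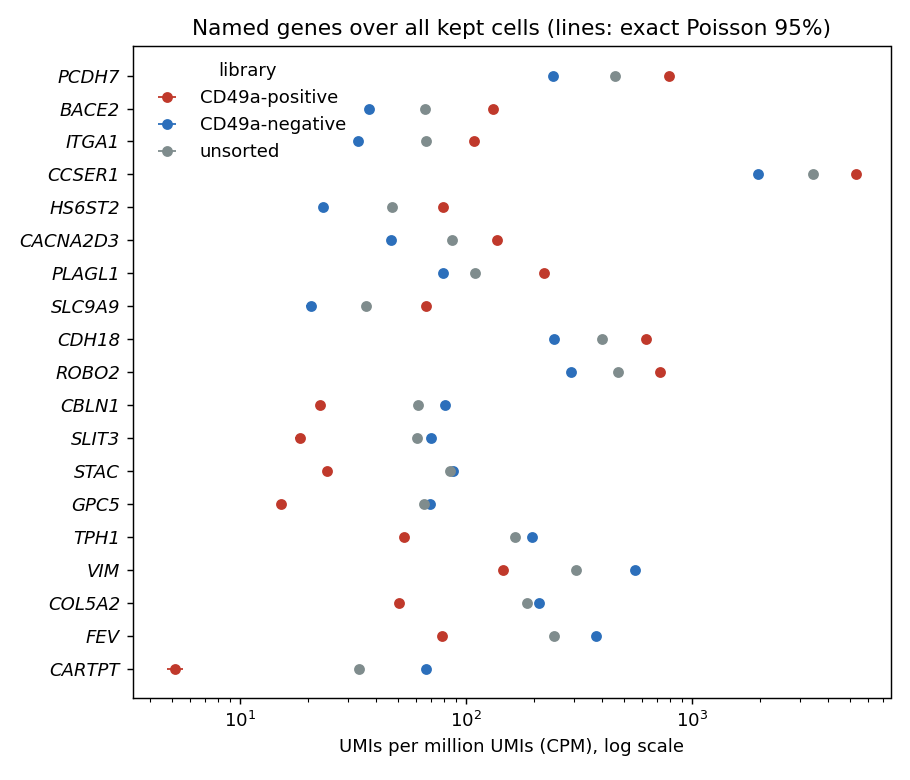
CPM on a log axis (horizontal) of genes named over all kept cells, 1 point per library, with lines for the 95% exact Poisson interval, most of them shorter than the point. CARTPT stood farthest apart, at 5.14 CPM in the positive, 66.5 CPM in the negative and 33.6 CPM in the unsorted library.

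Beta cell genes were higher and enterochromaffin and alpha cell genes lower in the positive than in the negative library. Of 11 measured beta cell markers, 4 were at least 2-fold higher in the positive library and 0 at least 2-fold lower, with a median log2 difference of 0.82, above all of 10000 random lists of like expression. They included INS at 68136 CPM in the positive, 30112 CPM in the negative and 51439 CPM in the unsorted library, IAPP at 1725, 746 and 1275 CPM, and HADH, an enzyme of fatty acid oxidation, at 162, 62.5 and 98.8 CPM. Of 9 enterochromaffin markers, 5 were at least 2-fold lower (median -1.20, percentile 0), among them the vesicular transporter SLC18A1 at 10.1, 36.3 and 32.5 CPM. Of 10 alpha markers, 3 were at least 2-fold lower (median -0.87, percentile 0), among them GCG at 9275, 25768 and 20097 CPM. The 8 measured genes of serotonin synthesis and storage had a median of -0.38 (percentile 0.18), with 2 at least 2-fold lower. The 5 measured islet hormones went both ways, with INS and IAPP higher, GCG and SST lower, and a median of -0.03 that changed sign with median-of-ratios size factors. Of 14 islet transcription factors, 2 were at least 2-fold lower, FEV among them, and PDX1 was highest at 0.77 (median 0.16, percentile 98.0).

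All 17 genes of nuclear-encoded oxidative phosphorylation lay below 0 (median -0.42, percentile 0.01), from COX5B at 177 CPM in the positive and 291 CPM in the negative library to ATP5F1A at 176 and 183 CPM. The 13 mitochondrially encoded genes had a median of 0.07 (percentile 71.9). The 7 basement membrane and collagen genes had a median of -0.52 (percentile 0), the 7 interferon and antigen genes -0.39 (percentile 0.23) with B2M at 141 and 241 CPM, and the 4 metallothioneins -0.47 (percentile 0.19). The 13 immediate early and dissociation genes had a median of -0.18 (percentile 3.96) and the 6 cell cycle genes -0.45 (percentile 0.20). The 14 genes of the unfolded protein response had a median of 0.19 (percentile 99.6), with the chaperone HSPA5 at 543 and 379 CPM. Medians of the 7 integrins, 12 cholesterol synthesis genes, 15 glucose sensing and exocytosis genes, 14 prohormone processing genes, 9 hypoxia and glycolysis genes and 4 WNT, BMP and TGF-beta targets lay between -0.11 and 0.10.

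Markers of other cell types were measured in part. The 5 measured duct markers had a median of -0.56 (percentile 0.06), with KRT19 at 37.2 CPM in the positive and 60.6 CPM in the negative library. The 4 delta markers had a median of -0.40 (percentile 0.96), with SST at 3115 and 8103 CPM but RBP4 at 113 and 43.3 CPM. The 3 pancreatic polypeptide or epsilon markers had a median of -0.47, the 3 proliferation markers -0.51, the 3 endocrine progenitor markers -0.04 and the 3 hepatic or intestinal markers 0.28, which turned to -0.02 without the filter on low genes. None of the acinar, mesenchymal or pluripotency markers reached 10 CPM in either sorted library, and 1 neural marker (ELAVL4, 0.35), 1 endothelial marker (EGFL7, 0.24) and 2 genes low in mature beta cells (LDHA, -0.50, and OAT, -0.03) did, named after their values were seen.

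**Figure D4:**
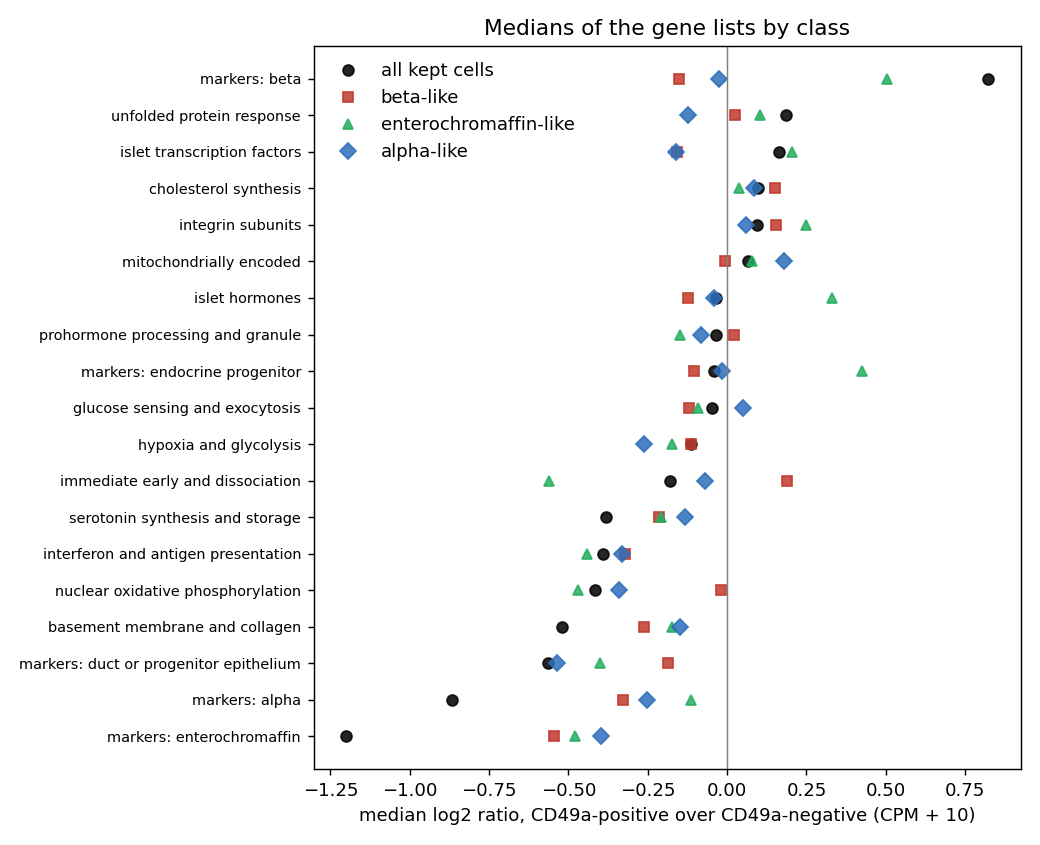
Median log2 ratio of each gene list in the positive over the negative library, with 10 CPM added to both (horizontal axis), over all kept cells and within the 3 classes, for lists with at least 3 measured genes in each. Over all kept cells, beta markers had the highest median at 0.82 and enterochromaffin markers the lowest at -1.20.

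Against the unsorted library, 12 of 3937 eligible genes were at least 2-fold lower in the positive library with 10 CPM added. By that rule 0 were at least 2-fold higher. The 12 were COL5A2 (log2 -1.69), GPC5 (-1.58), AFF3 (-1.55), FEV (-1.54), STAC (-1.46), TPH1 (-1.46), SLIT3 (-1.32), CBLN1 (-1.13), RNF220 (-1.12), GCG (-1.11), CNTNAP5 (-1.04) and VIM (-1.01). Medians were 0.43 for beta markers (percentile 100), -0.84 for enterochromaffin markers (percentile 0) and -0.50 for alpha markers (percentile 0). In the negative library, also with 10 CPM added, 1 gene of 4015 was at least 2-fold higher than in the unsorted one and 0 were lower. It was NPW, the precursor of neuropeptide W, at 318 CPM against 80.3 CPM, named after its values were seen. The negative library had medians relative to the unsorted one of -0.29 for beta markers (percentile 0.01), 0.23 for enterochromaffin markers (percentile 99.98), 0.39 for alpha markers (percentile 100) and 0.26 for immediate early genes (percentile 100).

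Within beta-like cells the sorted libraries were close. INS stood at 81851 CPM in the positive, 81776 CPM in the negative and 91505 CPM in the unsorted library. Of 3841 eligible genes, TPH1 was at least 2-fold lower in the positive library with 10 CPM added, at 26.9, 72.7 and 52.9 CPM. By that rule none was at least 2-fold higher. Without the added CPM, SPON1 was 2.41-fold lower as well. Other genes lower in the positive library were SPON1 at 23.9, 57.6 and 32.0 CPM, the parathyroid hormone receptor PTH2R at 118, 224 and 128 CPM, and RORA and IGFBP3 at log2 -0.72 each. GCG, at 2311, 4316 and 3950 CPM, was lower as well, but in enterochromaffin-like cells, which should lack it, GCG stood at 803, 2165 and 1403 CPM, so its change in beta-like cells was not told apart from background. VIM stood at 56.1, 107 and 69.7 CPM (log2 -0.82) and FEV at 45.3, 84.4 and 72.5 CPM (log2 -0.77). In alpha-like cells VIM stood at 633, 943 and 714 CPM and FEV at 89.1, 125 and 129 CPM, above their beta-like levels. In enterochromaffin-like cells VIM stood at 70.7, 198 and 125 CPM, in the same order as in beta-like cells. The changes of VIM and FEV in beta-like cells were thus not told apart from background. Genes higher in the positive library were the cation channel TRPM3 at 126, 68.7 and 103 CPM, PRICKLE1 at 79.3, 45.6 and 71.5 CPM, the immediate early gene FOS at 167, 103 and 128 CPM, and ZNF804A, HTRA1, SULF1, RBP4 and ALDH1A1 with log2 differences between 0.55 and 0.65. TPH1 stood at 9.16 CPM in alpha-like cells of the positive, 10.4 CPM in those of the negative and 11.8 CPM in those of the unsorted library.

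Among lists in beta-like cells, the 11 immediate early genes had a median of 0.19 (percentile 100), the 12 cholesterol synthesis genes 0.15 (percentile 100; HMGCS1 at 237 and 182 CPM) and the 7 integrins 0.15 (percentile 99.9). The 10 beta markers had a median of -0.15 (percentile 0), the 13 islet transcription factors -0.16 (percentile 0), the 15 glucose sensing and exocytosis genes -0.12 (percentile 0.03) and the 5 interferon and antigen genes -0.32 (percentile 0.01). The 17 nuclear oxidative phosphorylation genes had a median of -0.02 (percentile 17.5), with 6 of 17 above 0, which turned to 0.02 with median-of-ratios size factors and to 0.18 with each cell weighted equally. The 6 measured enterochromaffin markers had a median of -0.54 and the 8 alpha markers -0.33 (both percentile 0). The former was not told apart from background, since 3 enterochromaffin markers had -0.40 in alpha-like cells (percentile 0.13). The 9 alpha markers had -0.11 in enterochromaffin-like cells (percentile 21.5), within the middle of random lists. That median showed no drop of the size seen in beta-like cells, so background was neither shown nor excluded for the alpha markers. Beta-like cells came from clusters 1, 2, 3 and 8, which held 32.9%, 26.9%, 23.9% and 16.3% of them in the positive and 50.3%, 15.2%, 22.1% and 12.5% in the negative library. Median depth was 50995 and 37144 UMIs per cell, and cluster 8 was shallow (median 3825 UMIs) and rich in ribosomal protein RNA (17.7% of UMIs). With these clusters weighted equally 0 genes were 2-fold apart, but TPH1 was still at log2 -0.92 in place of -1.16. PTH2R, a leading gene of cluster 1, went from -0.87 to -0.51, RORA from -0.72 to -0.42 and ALDH1A1 from 0.55 to 0.34. The differences of TRPM3, RBP4, FEV and IGFBP3 instead grew, to 0.90, 0.60, -0.90 and -0.88.

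Within enterochromaffin-like cells more genes stood apart: 31 were at least 2-fold higher and 17 at least 2-fold lower in the positive library, of 4331 eligible. BACE2 stood at 76.0 CPM in the positive, 14.9 CPM in the negative and 28.0 CPM in the unsorted library, 5.09-fold (4.30 to 6.04). PCDH7 stood at 275, 76.1 and 170 CPM, the beta cell receptor gene ACVR1C at 406, 145 and 226 CPM, and RGS5, a regulator of G protein signalling, at 84.6, 20.9 and 35.4 CPM. The PCDH7 difference would need 22.4% of the RNA in these positive cells to be beta-like. The excess of INS there allowed 24.9% and that of ERO1B 27.1%. That of IAPP allowed 14.9% and that of DLK1 4.55% (-2.89 to 12.4%), both less than PCDH7 needs. With 2 genes on each side, carried beta-like RNA was neither shown nor excluded for PCDH7. HS3ST5, ASPH, EDARADD and CACNA2D3 were the other named genes of this direction, with log2 differences between 1.32 and 1.46. Lower in the positive library were CGA, the alpha subunit of the glycoprotein hormones, at 30.1, 162 and 67.1 CPM, CARTPT at 70.0, 279 and 165 CPM, and TAC1, the precursor of substance P, at 45.7, 174 and 73.9 CPM. GCG, VIM, MT1X, PDZRN4 and MAP3K20 had log2 differences between -1.42 and -1.27, with GCG below its level in beta-like cells of each library and not told apart from background. TPH1 itself stood at 514, 656 and 589 CPM.

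Of 10 beta markers measured in enterochromaffin-like cells, 4 were at least 2-fold higher in the positive library (median 0.50, percentile 100), INS among them at 29222, 11804 and 17573 CPM, against 11384, 12003 and 15524 CPM in alpha-like cells. The 9 enterochromaffin markers had a median of -0.48 (percentile 0.03), the 17 nuclear oxidative phosphorylation genes -0.47 (percentile 0), the 12 immediate early genes -0.56 (percentile 0) and the 6 interferon and antigen genes -0.44 (percentile 0.09; IFI6 at 182 and 394 CPM). The 13 islet transcription factors had a median of 0.20 (percentile 99.4; ISL1 at 175 and 80.0 CPM), which was -0.03 with clusters weighted equally. The positive library held 107 of these cells and the negative 418, at median depths of 38523 and 30060 UMIs. Clusters 6, 9, 16, 17 and 18 held 56.1%, 11.2%, 24.3%, 2.80% and 5.61% of them in the positive and 51.2%, 32.1%, 7.42%, 6.46% and 2.87% in the negative library. With clusters 6, 9 and 16 weighted equally and clusters 17 and 18 left out for holding under 10 cells in a library, 27 genes were 2-fold apart in place of 48. At these equal weights RGS5, a leading gene of cluster 16, was at -0.02, CGA at -0.37, MAP3K20 at -0.14, PDZRN4 at -0.38, VIM at -0.88 and HS3ST5 at 0.84, each under 2-fold, and BACE2 was at 1.94. The differences of GCG, TAC1, CACNA2D3 and EDARADD also grew, to -2.59, -2.19, 1.53 and 1.40. Those of PCDH7, CARTPT, ASPH, ACVR1C and MT1X shrank but stayed at least 2-fold. Leaving out clusters 17 and 18 without a change of weights gave 48 genes, with RGS5 at 1.61 and CGA at -2.01. Of other settings, 50 CPM added gave 16 genes, 9 higher and 7 lower in the positive library. With the filter of at least 2000 genes and at most 10% mitochondrial UMIs 106 passed, 53 higher and 53 lower.

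Against unsorted enterochromaffin-like cells and with 10 CPM added, those of the positive library were at least 2-fold higher in RGS5, PLAGL1, ASPH and BACE2. They were at least 2-fold lower in GPC5 (52.8 against 288 CPM), CDH12, PDZRN4, CARTPT and AFF3. Those of the negative library were at least 2-fold higher in NPW (238 against 49.5 CPM), CGA and TAC1 and lower in PCDH7. These genes were listed after their values were seen. Clusters 6, 9, 16, 17 and 18 held 59.4%, 19.0%, 10.1%, 7.25% and 4.14% of the unsorted enterochromaffin-like cells, a mix unlike that of either sorted library. RGS5 was a leading gene of cluster 16, GPC5, PDZRN4 and AFF3 of cluster 17, and CARTPT, CGA and TAC1 of cluster 9. Whether the differences from the unsorted library lay within clusters was not tested.

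Within alpha-like cells, GCG stood at 68115 CPM in the positive, 65118 CPM in the negative and 74011 CPM in the unsorted library. Of 3937 eligible genes, NPW was at least 2-fold lower in the positive library with 10 CPM added. It stood at 157 CPM against 389 CPM, with 106 CPM in the unsorted library, and was named after its values were seen. By that rule 0 were at least 2-fold higher. Without the added CPM, EYS was at least 2-fold higher and FXYD2 at least 2-fold lower as well. Higher in the positive library, with the unsorted library between, were EYS at 334, 167 and 251 CPM, the glutamate receptor subunit GRIN3A at 337, 170.01 and 266 CPM, and OPCML, SULF1 and HS3ST5 with log2 differences between 0.83 and 0.87. Lower were SST at 1743, 3459 and 2946 CPM (1622, 1355 and 1525 CPM in beta-like cells), FXYD2 at 28.1, 58.7 and 38.3 CPM, and CHCHD2, MDK and DUSP1 with log2 differences between -0.78 and -0.67. Against the unsorted library, CCSER1 was at least 2-fold higher in positive alpha-like cells (158 against 73.1 CPM), and NPW in the negative ones. In beta-like cells NPW was at least 2-fold higher in the negative than in the unsorted library (118 against 53.1 CPM). These levels lay below those over all kept cells (318 and 80.3 CPM), and the share of background in them was not tested. CCSER1 and NPW were listed after their values were seen.

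All 17 nuclear oxidative phosphorylation genes lay below 0 in alpha-like cells as well (median -0.34, percentile 0.06). The 5 duct markers had a median of -0.54 (percentile 0; S100A11 at 127 and 189 CPM), the 7 interferon and antigen genes -0.33 (percentile 0.14), the 9 hypoxia and glycolysis genes -0.26 (percentile 0.65) and the 10 alpha markers -0.25 (percentile 1.41). Alpha-like cells came from clusters 4 and 5, which held 66.8% and 33.2% of them in the positive and 47.2% and 52.8% in the negative library, at median depths of 37024 and 33189 UMIs. With the filter of at least 500 genes and at most 30% mitochondrial UMIs, 7 genes were 2-fold apart.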

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

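The tests of free RNA as most of the left-out barcodes, of dying cells, of beta-like RNA in enterochromaffin-like droplets and of a mix of clusters as the whole cause were chosen only after the results were seen. The positive library lost 46.9% of its barcodes to the cell filter and the negative library 23.0%, against 19.7% in the unsorted library, and this was singled out because these barcodes lie outside the comparisons. Free RNA in empty droplets is argued against as the whole of it: the share of GCG in INS plus GCG varied between left-out positive barcodes 74.2 times as much as counting alone gives (39.4 times among those with up to 20% mitochondrial UMIs, against 195 in the negative and 183 in the unsorted library). As most of it free RNA cannot be told apart from beta-like fragments, since 76.2% of these positive barcodes, against 6.67% and 51.4%, lay inside the counting range of 1 GCG share, at a median of 60 INS or GCG UMIs. Fragments without a nucleus may account for part of these barcodes: in the 1287 left-out barcodes with up to 20% mitochondrial UMIs, the nuclear RNA MALAT1 took 0.483% of UMIs against 1.39% in kept cells, 0.348 times as much, but it was as low in the negative (0.433% against 1.45%) and unsorted libraries (0.387% against 1.49%) and so describes such barcodes in every library, not their excess. Dying cells rich in mitochondrial RNA are argued against as the whole of it: left-out barcodes with over 20% mitochondrial UMIs were 18.4% of all barcodes in the positive, 18.4% in the negative and 14.4% in the unsorted library, those with up to 20% were 28.5%, 4.60% and 5.34%, and the former made up 0.0967% of the excess over the negative and 14.7% of that over the unsorted library; a true difference in how CD49a-positive cells withstood dispersal was not tested.

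Beta-like and enterochromaffin-like cells moved in opposite directions between the positive and negative libraries in the medians of 4 gene lists, which singled them out; the difference between the classes was not tested. Beta markers had medians of -0.15 in beta-like and 0.50 in enterochromaffin-like cells, and immediate early genes 0.19 and -0.56. Relative to the unsorted library, immediate early genes in enterochromaffin-like cells had 0.05 in the positive and 0.60 (percentile 100) in the negative library. In beta-like cells they had 0.17 and -0.01. The immediate early difference in enterochromaffin-like cells thus lay mostly in the negative library. Islet transcription factors had -0.16 and 0.20, the latter -0.0280 with clusters weighted equally. Islet hormones had -0.12 and 0.33, with 2 of 4 above 0 in each class, and 0.0019 and -0.0203 without the filter on low genes.

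ITGA1 was 2.63-fold higher in positive than in negative enterochromaffin-like cells. Beta-like RNA carried into these droplets could give part of this: ITGA1 would need 34.9% of their RNA (28.6 to 41.7%) to be beta-like, and the excess of INS allowed 24.9%, 0.713 of that (0.591 to 0.878). IAPP allowed 14.9% and DLK1 4.55% (-2.89 to 12.4%), which argues against such RNA as the whole source, while ERO1B allowed 27.1% and PCDH7 22.4%, and BACE2 and CACNA2D3 would need 41.6% and 41.9%. A different mix of clusters is argued against as the whole source: with clusters 6, 9 and 16 weighted equally, which brought RGS5, CGA and MAP3K20 under 2-fold, the log2 ratio was 0.94 (0.73 to 1.16), 0.865 of that of the class, and leaving out the other clusters, of under 10 cells in a library, gave 1.08 by itself. The part due to the mix stays open, since cluster 6 alone gave 0.61 (0.30 to 0.91), 0.557 of that of the class and between the bounds set in advance, cluster 9 gave -0.09 from 6 and 88 UMIs, and cluster 16 gave 1.70; a true difference left by the sort was not tested.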

How the results depend on the processing

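Settings without clusters 7 and 10, without nucleus-poor clusters, without the highest Scrublet scores, with cluster 7 counted as enterochromaffin-like, with clusters weighted equally and without clusters of under 10 cells in a library were chosen only after the results were seen. With 1 library per group, depth sets the counting error alone, and no alternative measures the spread between cultures. Of 144 alternative ITGA1 values for 12 results, 121 stayed within the counting interval and 23 moved; of 108 share differences, 78 stayed, 28 moved and 2 reversed; of 56 gene numbers, 35 stayed within 1.5 times and 21 moved. Of 1139 list medians, 953 stayed within 0.1 log2, 181 moved and 5 reversed; of 729 values of named genes, 476 stayed, 252 moved and 1 reversed. A share difference was counted as reversed only if its main interval excluded 0, and a list median only if it lay beyond the lowest or highest 2.5% of random lists; whatever their size, 10 share differences and 49 list medians changed sign. Except where stated, the cause was not tested.

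Beta-like shares, positive minus negative (52.3 points) and positive minus unsorted (38.5 points), became 29.1 and 16.8 with the lenient cell filter, 47.8 and 32.7 with the strict one, 42.98 and 30.8 with no doublet removal, 43.9 and 32.3 at resolution 2, 29.01 and 21.2 with each cell assigned by its marker scores, and 48.9 and 33.8 at fixed depth. With each library clustered alone they were -16.2 and -30.3, the 2 share differences counted as reversed. None of the 6 positive clusters made up mostly of beta-like cells met the rule. Of these, 3 had fewer than 3 markers enriched, 2 had markers of another class within the margin and 1 had leading genes of another class. The rule compares a cluster with the other cells, which were mostly beta-like in this library, so these reversals follow from the rule and do not show fewer beta-like cells. Negative minus unsorted (-13.8) was -7.81 by marker scores. The setting with no doublet removal put back only 8 unsorted cells. The positive beta-like share still went from 71.3% to 59.5% on the same 2394 cells. That move thus came from clustering and naming the cells anew, not from positive doublets. Enterochromaffin-like shares, positive minus negative (-16.7), were -13.6 with the strict filter, -18.8 at resolution 0.5, -13.2 with libraries clustered alone, -20.6 without clusters 7 and 10 and -27.9 with cluster 7 counted in. Positive minus unsorted (-17.0) became -12.7 with the strict filter, -9.54 with libraries alone, -19.1 without clusters 7 and 10 and -21.8 with cluster 7 counted in, and negative minus unsorted (-0.33) became 3.67 and 6.09 in the libraries-alone and cluster 7 settings. Alpha-like shares became -19.5 (positive minus negative) and -12.6 (positive minus unsorted) at resolution 0.5, and without clusters 7 and 10 -20.7 (positive minus negative) and 8.62 (negative minus unsorted).

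ITGA1 over all kept cells (log2 1.46, 0.64 and -0.82 for positive over negative, positive over unsorted and negative over unsorted) became 1.68, 0.70 and -0.97 with 1 CPM added and 0.93, 0.45 and -0.48 with 50 CPM added, by construction of the pseudocount. With each cell weighted equally these were 1.36, 0.68 and -0.68. Positive over negative was 1.52 with median-of-ratios size factors and 1.53 with CPM over genes other than hormone, mitochondrial and ribosomal ones, and negative over unsorted was -0.88 with the strict filter.

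Genes at least 2-fold apart over all kept cells went from 60 to 20 with 50 CPM added. In enterochromaffin-like cells they went from 48 to 16 with 50 CPM added, 106 with the strict filter and 27 with clusters 6, 9 and 16 weighted equally, and stayed at 48 with these clusters at their own weights. In beta-like cells 1 gene became 2 with 1 CPM added, 0 with 50 CPM added, 2 with CPM over genes other than hormone, mitochondrial and ribosomal ones, 2 with each cell weighted equally, 2 with the lenient filter, 4 with the strict one, 2 with no doublet removal, 2 without nucleus-poor clusters, 0 with clusters weighted equally and 3 with the same number of cells from each library. In alpha-like cells 1 gene became 7 with the lenient filter and 2 each with 1 CPM added, median-of-ratios size factors, the reduced gene total, no highest Scrublet scores, eligibility at 20 CPM and equal cell numbers. With clusters weighted equally, RGS5 in enterochromaffin-like cells was -0.0205 and the islet transcription factor median there -0.0280. Without a filter on low genes, which adds genes near 0, medians became -0.0173 for hepatic or intestinal markers over all kept cells, 0.0019 for hormones and 0.0090 for basement membrane genes in beta-like cells, and -0.0203 for hormones in enterochromaffin-like cells.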

Other observations

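The tests of clusters 7 and 10 and the choice of NPW were made only after the results were seen, while the test of the mix of clusters was chosen before. NPW, the precursor of neuropeptide W, was higher in the negative library than in both others in each of the 3 named classes and in cluster 7. Over all kept cells it stood at 82.8 CPM in the positive, 318 CPM (314 to 322) in the negative and 80.3 CPM (78.6 to 82.0) in the unsorted library. Within beta-like cells it stood at 58.8, 118 and 53.1 CPM, within enterochromaffin-like cells at 64.3, 238 and 49.5 CPM, and within alpha-like cells at 157, 389 and 106 CPM. Cluster 7, of which NPW was a leading gene, held 203, 448 and 117 CPM, and without it the 3 libraries stood at 79.3, 284 and 75.9 CPM. Free NPW RNA could also raise every class at once, and its share was not tested.

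Other gene groups also distinguished the negative from the unsorted library by less than 2-fold. The 4 measured metallothioneins had a median log2 ratio of 0.53 (percentile 100), the 5 duct markers 0.30 (percentile 99.96), the 6 cell cycle genes 0.25 (percentile 99.96), the 7 interferon and antigen genes 0.22 (percentile 99.9) and the 17 nuclear oxidative phosphorylation genes 0.21 (percentile 99.9). The positive library relative to the unsorted one had medians of 0.15 for metallothioneins (percentile 99.6), -0.25 for duct markers, -0.22 for cell cycle genes, -0.18 for interferon and antigen genes and -0.21 for oxidative phosphorylation genes. Within alpha-like cells the direction was the other way for the 3 measured metallothioneins, with medians relative to the unsorted library of -0.81 in the negative and -0.94 in the positive library (both percentile 0). Within beta-like cells the negative over unsorted median of the 17 oxidative phosphorylation genes was -0.08 (percentile 0.20), with 2 of 17 above 0. The positive over unsorted median there was -0.10 (percentile 0), also with 2 of 17 above 0. In enterochromaffin-like cells the negative over unsorted median of these genes was 0.28 (percentile 99.94), with 17 of 17 above 0. In alpha-like cells it was 0.10 (percentile 97.02), with 14 of 17 above 0.

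Clusters 7 and 10 were deep and had no class name, at medians of 70992 and 75329 UMIs against 66710 for the sum of the medians of enterochromaffin-like and alpha-like cells. Free RNA is argued against for cluster 7: TPH1 was at least 18.2 times as high there as in alpha-like cells of the same library in all 3 libraries. The test first used beta-like cells, which gave 2.93 to 6.18 times and left it undecided, and the comparison was changed after these values were seen. Pairs of 1 enterochromaffin-like and 1 alpha-like cell cannot be told apart from cells of a mixed state in cluster 7, where 9.18% of single cells of these classes had as low a MALAT1 share as its median (0.475% against 1.78%). For cluster 10 such pairs are argued against: TPH1 stood at 0.152, 0.108 and 0.237 times the level that both classes and their median depths give a pair in the positive, negative and unsorted libraries.

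A hypothesis of a different mix of clusters as the source of the genes at least 2-fold apart over all kept cells was tested by reweighting the cluster means of the unsorted library. The median gene of the 60 had 0.698 of its log2 ratio from the mix alone (range 0.217 to 0.970), with the same sign in 60 of 60, and 17 reached 2-fold. Across all 4101 eligible genes, which are not independent replicates, Pearson's r was 0.927. The median lay between the bounds set in advance, and the clusters were defined on the same data, so the mix may account for much of the difference but cannot be told apart from change within clusters.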
